A study of Oncorhynchus mykiss with 28 samples. Its data were reported in "Oocyte-somatic cells interactions, lessons from evolution" (2012).

How the data were processed

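Total RNA of follicular somatic cells from 28 rainbow trout females was labelled with Cy3 and hybridised to 1-colour Agilent oligonucleotide arrays with 60-base probes. There were 4 arrays on each of 7 slides, scanned on 2 dates. The authors scanned each array and extracted it with Feature Extraction (version 10.5.1.1), per the file headers, and the deposited scanner files give each spot's intensity on a linear scale, already background-corrected by that software (processed signal). The authors also deposited a normalised table in log2 units, which holds 26648 non-control probes. Compared with the scanner files, each of its columns was the mean log2 processed signal of the same female plus 1 constant, with a largest deviation of 3.18e-06, and the constant plus the array's median was the same over arrays within 0.00398.

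Each array holds 45220 spots, of which 43803 are not controls, and 37394 probes, of which 6409 have 2 spots. A total of 232 spots over all arrays were flagged as non-uniform and left out. No spot was saturated. The SD of a single spot was 0.247 to 0.342 on the log2 scale, depending on the array. It was taken as the SD of the differences between duplicate spots divided by the square root of 2. The log2 processed signals of the spots of a probe were averaged, and the median over all non-control probes of the array was subtracted. A probe was kept when it was unflagged, that is uniform, unsaturated and well above background, on at least 80% of the arrays of each of the 3 stages. This gave 25080 probes, all of which are in the deposited table. Names came from the annotation in the deposited table for 11734 kept probes and from the array description alone for 11286, and 2060 had none. No genome was used, and names of different sources sometimes conflict.

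Females were grouped by their labels, and into the NC1, C1 and C2 stages as the study's methods do. Probes were tested with limma (version 3.58.1, R version 4.3.3), by lmFit and eBayes on all arrays, with Benjamini-Hochberg adjustment and a threshold of 0.01. The 3 stages were compared by the moderated F test and by pairwise contrasts. The 5 labelled groups were fitted together for the comparisons of spontaneous with MAT or C1 females and of highly with poorly responsive females. A stage axis score was obtained by projecting each array on the MAT minus LV difference over probes past the threshold between these groups, and it was tested by an exact permutation test. Families were tested with camera (preset correlation 0.01) and fry, with at least 5 kept probes. The spread of a probe was pooled over groups, so that a group of 2 females is assumed to vary like the others. The 89 missing values of kept probes were replaced by group means for the set tests, the axis, the array weights, the principal components and the other splits of the arrays.

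The design, the lists, the alternatives and the rule for named genes were fixed before the data were examined, except where stated. Named genes were the probes of the genes the study discusses in trout or of gene groups it names or tested by QPCR; for C2 against NC1, C1 against NC1 and highly against poorly responsive females, the 3 probes with the largest rise and the 3 with the largest fall among those past the threshold without overlap, 1 per gene; and the members of the steroidogenic list past the threshold. The alternatives were other scalings (75th percentile, median of kept probes, quantile), normexp background correction with an offset of 50, the deposited table, other filters, a stricter background flag of 5 SD, other groupings of the spontaneous females, slide or scan date as a block, the methods' plain tests, a trended and robust prior, array weights (whose iterations did not fully converge), only the groups compared, a threshold of 0.05, the mean over probes of a gene, other forms of the axis, and leaving out each female in turn. The fits were tested on simulated data made from the means and spreads of the 25080 kept probes with 200 changed probes: from C1 to C2, 86.0% of the probes changed by 2 on the log2 scale were recovered, and 1.71% of the probes called were false. Simulated probes are independent, which real probes are not. Dixon's rule was used for single arrays in groups of 4 to 10.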

Results

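Gene expression was measured in the somatic cells that surround the oocyte in the ovarian follicle of rainbow trout (Oncorhynchus mykiss), with 1 array per female and 28 females in all. Late vitellogenic (LV) females, in which the oocyte could not yet resume meiosis upon hormonal stimulation, formed the NC1 stage with 6 arrays. Post-vitellogenic (PV) females formed the C1 stage with 14 arrays, 11 from females labelled as poorly responsive and 3 from females labelled as highly responsive to the hormone. The C2 stage held 8 arrays, 6 from maturing (MAT) females and 2 from PV females in which meiosis resumed spontaneously in culture. The number of arrays limits the precision. Arrays differed in brightness, as the median processed signal of an array ranged from 26.2 to 153 and the share of spots well above background ranged from 68.2% to 83.5%. The mean log2 median signal was 5.73 in NC1, 6.20 in C1 and 6.20 in C2. The C2 to NC1 difference of 0.48 was within the spread between arrays (exact two-sided permutation test, p = 0.191). Of 37394 probes, 25080 were well above background in each stage and were tested. No genome was used here, so probes are identified by their names and annotation, without positions.

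The first question was which probes differed among the 3 stages of competence acquisition. The moderated F test of limma found 692 probes at an adjusted p under 0.01. All of them had their highest or lowest stage mean in C2, with 519 highest and 173 lowest. As a ratio, the normexp setting moved this count most, to 57 probes. That setting combines a background correction with an added offset of 50, while array median signals ranged from 26.2 to 153. The correction and the offset were not run separately, so the lower count cannot be assigned to either. The grouping of the females with spontaneous meiosis resumption moved the count in the other direction, to 1641 without them and 1817 with them in C1. The count was 355 without MAT female 30 and 1532 without spontaneous female 20. The methods' plain F test gave 660 probes. With the slide as a block 438 probes were found, and with the scan date as a block 645 were found. No probe differed between the scan dates once the groups were in the fit by limma, with 289 probes at an unadjusted p under 0.05, and no probe differed among slides in the same kind of test, with 395.

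**Figure D1:**
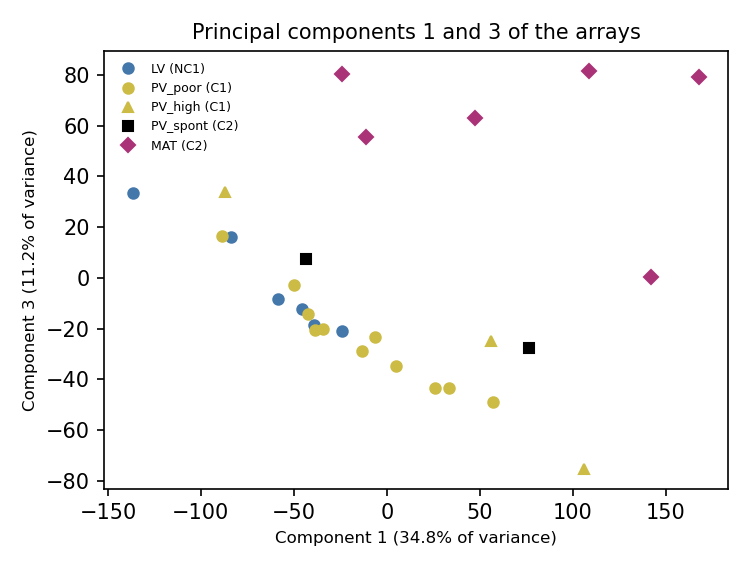
Each point is 1 array, plotted by its scores on principal components 1 (horizontal, 34.8% of the variance) and 3 (vertical, 11.2% of the variance) of the log2 normalised signals, with symbols for the 5 groups. The MAT arrays lie above 0 on component 3 and the PV_spont arrays lie among or next to the C1 arrays.

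The first step, from NC1 to C1, was compared within the same fit. No probe passed the adjusted threshold in limma, while 3051 of 25080 probes (12.2%) had an unadjusted p under 0.05 and the plain two-group test also called 0 probes, with 3788 at an unadjusted p under 0.05. In simulated arrays with the spread of these probes, 79.5% of 200 probes changed by 2 on the log2 scale were recovered for this comparison, and 18.5% of probes changed by 1. The median change over all kept probes was -0.15 on the log2 scale.

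The second step, from C1 to C2, gave 665 probes in limma, of which 531 rose and 134 fell. The median absolute change of these probes was 1.67 on the log2 scale. The plain two-group test called 308 probes and normexp 60. With the slide as a block 500 probes were found, and with the scan date as a block 644. Over the whole interval, from NC1 to C2, 996 probes passed the threshold, with 561 rising and 435 falling. The balance between rises and falls depended on the scaling and the threshold. With the 75th percentile of each array 679 of 875 probes rose, and with quantile normalization 624 of 819 rose, while at an adjusted p under 0.05 1830 of 5011 rose. The slide as a block gave 377 probes, the scan date as a block 753, normexp 35 and the plain two-group test 16. A total of 423 probes passed the threshold against both C1 and NC1, all of them in the same direction. These comparisons share the C2 arrays. In 100 simulated sets of groups without a difference, equally long lists overlapped by 25 to 368 probes (median 143), and the median share in the same direction was 100%, so the shared direction is not evidence of an effect. In 0 of these sets did limma call a probe in both comparisons. The C2 and NC1 arrays did not overlap at all in 371 of the 25080 kept probes (1.48%), where chance gives 0.0666%, and 290 of the 371 were past the threshold.

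Among the 3 probes with the largest rise from NC1 to C2, of those past the threshold without overlap, were probes annotated as vasotocin-neurophysin VT 1 (TC111460) and, in the array description alone, a hypothetical protein (TC122390). Signals are given as log2 minus the median of the array, as mean ± SD. TC111460 was at -0.37 ± 0.42 (SD, n = 6) in NC1 and 8.50 ± 2.47 (SD, n = 8) in C2, a rise by 8.87 ± 0.81 (SE) (adjusted p = 1.58e-07 in limma). In LV it was at 0.45 in female 4, apart from the other LV females. It differed within C2, at 5.09 ± 2.50 (SD, n = 2) in the spontaneous females against 9.63 ± 1.05 (SD, n = 6) in MAT (adjusted p = 0.00967 in limma). TC122390 rose by 6.44 ± 0.91 (SE) (adjusted p = 5.42e-05). The largest falls, chosen in the same way, were those of the transcription factor 23 probe (tcf23, TC126520), transferrin receptor 1 (tfrc, TC101346) and a hypothetical protein (TC124268). TC126520 went from 4.96 ± 0.68 (SD, n = 6) in NC1 to 1.27 ± 1.70 (SD, n = 8) in C2, a change of -3.69 ± 0.57 (SE) (adjusted p = 0.000187). It also differed within C2, at 3.79 ± 0.50 (SD, n = 2) in the spontaneous females against 0.43 ± 0.77 (SD, n = 6) in MAT (adjusted p = 0.00832 in limma). From NC1 to C2 the change was -3.14 ± 0.60 (SE) for TC101346 (adjusted p = 0.00153) and -2.80 ± 0.64 (SE) for TC124268 (adjusted p = 0.00588). The call of TC124268 was lost when LV female 4, 6, 10 or 14 or MAT female 25, 26, 28 or 30 was left out, with adjusted p values up to 0.0179. Probes at background in NC1 or in C2 are removed by the filter and were not ranked, so the largest rises and falls may be missed. Of all probes, 49 were unflagged on every MAT array and on no LV array, and 7 the other way. The aromatase probe TC104646 is one that sank and was removed, at 2.27 ± 2.36 (SD, n = 6) in NC1 and -2.94 ± 2.14 (SD, n = 8) in C2.

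Probes of genes the study discusses in trout, or of gene groups it names or tested by QPCR, were then compared between C1 and C2. Noelin-2 (olfm2, TC120230) was over-expressed 5.24-fold at C2 relative to C1 (the ratio of geometric means, as for the other folds here), from 0.53 ± 0.64 (SD, n = 14) to 2.92 ± 1.49 (SD, n = 8), with a log2 change of 2.39 ± 0.41 (SE) and an adjusted p of 0.000513 in limma. Adam8 (TC121220) rose 13.9-fold, from -0.39 ± 0.80 (SD, n = 14) to 3.40 ± 1.63 (SD, n = 8) (adjusted p = 5.96e-06). The probe TC120795, named sestrin 1 by the study, rose 3.99-fold (adjusted p = 0.00435), and TC122759 rose 4.19-fold (adjusted p = 0.00487). The annotation used here calls TC122759 Krueppel-like factor 9 (klf9), and it was taken to stand for the Krueppel-like group, which the study calls Klf13. The Sec14-like probe TC121138 rose 1.97-fold (adjusted p = 0.00345), and hydroxyacyl-coenzyme A dehydrogenase (hadh, TC110348), on the list only through QPCR, changed by -1.27 ± 0.25 (SE) on the log2 scale (adjusted p = 0.00226). TC126520 changed by -3.75 ± 0.47 (SE) (adjusted p = 1.34e-05). Btg1 (TC99544) rose 2.68-fold, from -0.19 ± 0.48 (SD, n = 14) to 1.23 ± 1.38 (SD, n = 8), and did not pass the threshold (adjusted p = 0.0171). In Btg1 the MAT arrays were at 1.86 ± 0.86 (SD, n = 6) and the spontaneous females at -0.65 ± 0.35 (SD, n = 2), a difference not past the threshold (adjusted p = 0.0187 in limma). The adjusted p of its rise was 4.43e-05 without the spontaneous females (range over all alternatives 1.34e-05 to 0.181). The kelch-like ECH-associated protein 1 probe (keap1, TC128579; adjusted p = 0.0129) and the KDEL motif-containing protein 1 probe (kdelc1, TC127918, also on the list only through QPCR; adjusted p = 0.105) did not pass either. Of the 8 C2 arrays, 8 lay above the C1 mean for TC120230, TC121220, TC120795 and TC121138, 7 for TC122759, 6 for Btg1 and 0 for TC126520 and TC110348. The calls of 3 probes depended on 1 female: TC120795 was lost without MAT female 2, 8 or 30 (adjusted p up to 0.0180), TC121138 without MAT female 26 (adjusted p = 0.0143) and TC122759 without MAT female 25, 26, 28 or 30 (adjusted p up to 0.0206). With normexp, the calls of TC120230, TC120795, TC126520, TC121138, TC122759 and TC110348 were lost and that of TC121220 stayed. The Adamts probe TC115014 was left out of the tests because it was well above background on 2 of the 6 NC1 arrays, against 14 of 14 in C1 and 8 of 8 in C2.

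**Figure D2:**
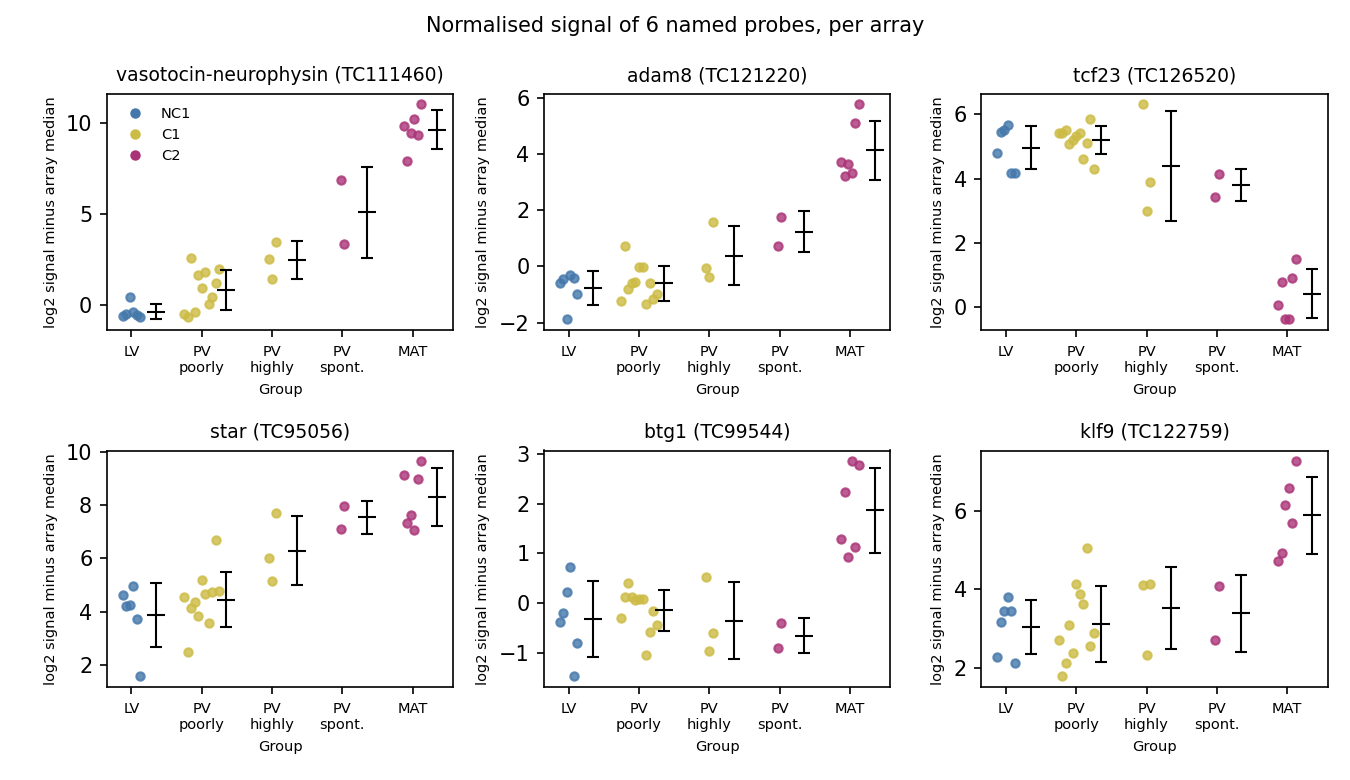
Each panel shows 1 probe, with the log2 signal minus the array median on the vertical axis and the 5 groups on the horizontal axis. Points are arrays, coloured by stage, and bars are the mean ± SD of a group. In btg1 the PV_spont arrays lie with the PV arrays, while in star they lie with the MAT arrays.

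The females with spontaneous meiosis resumption, placed in C2 by the study and in PV by the labels, were compared with both neighbours in a fit of the 5 labelled groups. Against MAT, 28 probes passed the threshold in limma, 3 higher and 25 lower in the spontaneous females. Against C1, 0 probes passed in limma and 0 in the plain test, with 268 and 389 at an unadjusted p under 0.05. The comparison with C1 was not simulated. In simulated arrays of spontaneous against MAT females, 36% of 200 probes changed by 2 on the log2 scale were recovered, and 0% of probes changed by 1. With 2 spontaneous females, the count of 0 is thus not evidence that they equal C1. The 28 probes included 2 annotated as glycerol-3-phosphate dehydrogenase, TC119449 (gpd1) and TC110227, which differed by -5.43 and -5.46 on the log2 scale; they were singled out after their values were seen. The groups compared are small (n = 2 and n = 6). The plain two-group test gave 0 probes against MAT, with 945 at an unadjusted p under 0.05, and so did a moderated fit of these 2 groups alone, with 995. With the scan date as a block 13 probes passed, with the slide as a block 6, and with normexp 3. Without spontaneous female 27 the count was 7, and without MAT female 28 it was 78. Both spontaneous females were scanned on scan date 1, which held 1 of the 6 MAT arrays.

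Within C1, highly and poorly responsive females were compared. No probe passed the threshold in limma, with 453 at an unadjusted p under 0.05, and 0 passed in the plain test, with 661. In simulated arrays, 58.5% of 200 probes changed by 2 on the log2 scale were recovered at these group sizes, and 2% of probes changed by 1. Most changes of that smaller size would thus be missed here. Each array was also given a score between the LV mean (0) and the MAT mean (1), over 434 probes that separated LV from MAT. The poorly responsive females scored 0.129 ± 0.0912 (SD, n = 11) and the highly responsive ones 0.315 ± 0.195 (SD, n = 3). The difference of 0.185 gave p = 0.0247 in an exact two-sided permutation test over 364 splits, and 2 of the 3 highly responsive females lay above the mean of the poorly responsive ones. All 3 highly responsive females were scanned on scan date 2. Within that date the difference was 0.160 and did not pass (exact two-sided permutation test, p = 0.161, 3 against 5 arrays, smallest possible p = 0.0179). The relation was therefore not established within the batch. Without highly responsive female 31 the difference over both dates was 0.0968 and did not pass (exact two-sided permutation test, p = 0.192). The spontaneous females scored 0.411 ± 0.122 (SD, n = 2).

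**Figure D3:**
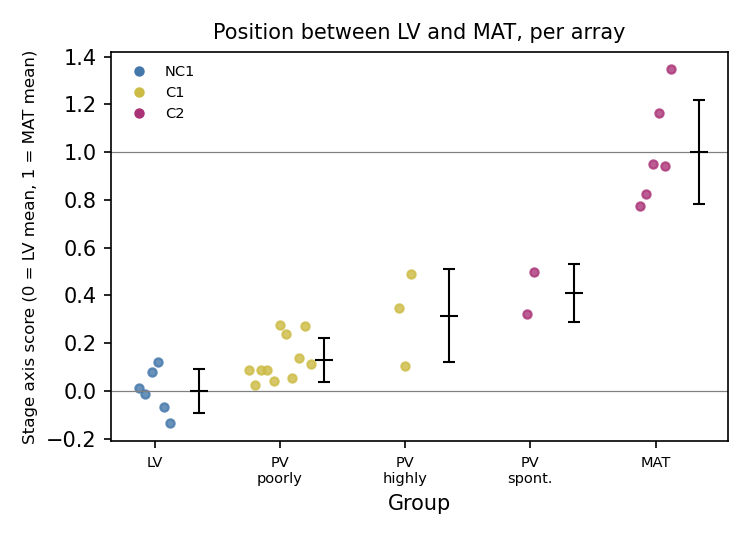
The vertical axis is the score of each array between the LV mean (0) and the MAT mean (1), and the horizontal axis gives the 5 groups. Points are arrays, coloured by stage, and bars are the mean ± SD. The PV_spont arrays sit at 0.324 and 0.497, below every MAT array.

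Gene families fixed before the data were examined were tested as sets. From C1 to C2, 1 of 7 families passed in camera with a preset correlation: the median change of 117 proteasome subunit probes was 0.34, or 0.40 relative to the median of all kept probes, with 87 probes up (adjusted p = 5.57e-10). The relative median was 0.34 with quantile normalization; scaling each array by 1 value cannot change it. This call held in fry (adjusted p = 0.00478) and was lost with an estimated correlation (adjusted p = 0.278). The C1 and C2 arrays were also split in other ways into groups of the same sizes. In 51 of 100 splits, the real one included, at least 1 family passed in camera with the preset correlation. The small adjusted p from camera thus cannot be taken at face value. Between NC1 and C1, 0 families passed in camera, 0 in fry and 0 with an estimated correlation, with 3 of 7 at an unadjusted p under 0.05 in camera and 0 in fry. Collagen chains (adjusted p = 0.0133) and laminin subunits (adjusted p = 0.0145) came closest in camera. The mean and the test of the connexins from C1 to C2 were positive (0.319) while their median was negative (-0.435). Between NC1 and C1 the median (-0.0732) and mean (-0.0303) of the proteasome probes were negative, as were those of the connexins (-0.271 and -0.156), while camera placed both families above the other probes and fry below 0. ADAMTS proteases had 3 kept probes and were not tested.

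Steroidogenic genes and gonadotropin receptors were represented by 15 kept probes of 8 genes. Between NC1 and C1, 0 probes passed in limma adjusted over the list alone and 0 over all probes, with 3 at an unadjusted p under 0.05 and a smallest p adjusted over the list alone of 0.0494. The change was positive in 14 of the 15 probes, with a median of 0.44 against -0.15 for all kept probes. It was positive in 12 to 15 of them under the other scalings and normexp. The direction of the list as a whole was not tested. From C1 to C2, 2 probes passed adjusted over the list alone and 2 over all probes. Steroidogenic acute regulatory protein (star, TC95056) rose by 3.26 ± 0.50 (SE) on the log2 scale, from 4.85 ± 1.30 (SD, n = 14) to 8.11 ± 1.01 (SD, n = 8) (adjusted p over all probes = 0.000149). The follicle-stimulating hormone receptor (fshr, TC124411) rose by 2.10 ± 0.40 (SE), from -1.42 ± 0.57 (SD, n = 14) to 0.68 ± 1.57 (SD, n = 8) (adjusted p over all probes = 0.00156). This probe was dim in C1, below the array median, and MAT arrays ranged from -1.33 to 2.74. For both probes 8 of 8 C2 arrays lay above the C1 mean, although for fshr MAT female 8, at -1.33, was barely above it. With normexp both passed adjusted over the list alone but not over all probes (0.0218 and 0.0258). The probe TC129001 carries an aromatase name in one annotation and another name on the array, so its gene is uncertain. The other aromatase probes, TC104646 and TC129382, were left out of the tests by the filter. TC104646 was well above background on 6 of 6 NC1 arrays, 13 of 14 C1 arrays and 3 of 8 C2 arrays, and TC129382 on 6 of 6, 14 of 14 and 5 of 8.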

Values the study reported

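In rainbow trout the study reported 1341 probes that differed between at least 2 of the stages. It reported a 3.7-fold over-expression of Btg1 and a 6.6-fold over-expression of Noelin-2 at the C2 stage in trout.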

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

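Array brightness was added to the fit after seeing the data; the predictions of the tests below were written before the values they measure were seen. Dixon's rule was applied to 99 sets of values and flagged 3 single arrays, where chance gives about 4.95. No biological explanation was tested for the single arrays.

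The star probe TC95056 was at 1.57 in LV female 11, far below the other LV females, which lay between 3.74 and 4.95. The trend of this probe with array brightness on the other arrays predicted a shift of -0.10 against an observed shift of -2.78, which argues against brightness as the cause. Chance, the female's own state and handling of the sample stay open.

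The vasotocin-neurophysin probe TC111460 was at 0.45 in LV female 4, above the other LV females, which lay between -0.67 and -0.37. Brightness predicted a shift of 0.22 of the observed 0.99, so it is not the whole cause. The other causes stay open, and chance is among them.

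The 20-beta-hydroxysteroid dehydrogenase probe TC116050 was at 4.58 in MAT female 30, above the other MAT females, which lay between 3.25 and 3.69. Brightness predicted a shift of -0.0354, in the opposite direction to the observed 1.06. The remaining causes are open.

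The change from C1 differed between the spontaneous and the MAT females, as tested directly in the fit of the 5 groups: 28 probes passed the threshold. The median absolute difference of these probes was 4.16 on the log2 scale. Scan date is unevenly spread over these groups. In LV and poorly responsive PV females, which were scanned on both dates, the same probes differed between the dates by a median of -0.11 along the MAT minus spontaneous direction, which argues against the scan date as the source of differences this large. With the scan date as a block the count was 13, and with the slide as a block it was 6, so the number of calls does depend on these. With the log2 median signal of each array in the fit, all 28 probes stayed past the threshold, which argues against brightness. The number of calls depends on a spread pooled over groups: it was 0 when these 2 groups were fitted alone. Leaving out spontaneous female 27 gave 7 probes and leaving out MAT female 28 gave 78. A difference in the state of the follicles, named by the labels, stays open and was not tested. Samples assigned to the wrong label were not excluded either.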

How the results depend on the processing

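Array brightness in the fit, the scan date 2 test of the axis, blocks for families and named genes, and other groupings for named genes and the steroidogenic list were added after seeing the data. Unless stated, the cause was not tested. For normexp, the background correction and its added offset were not run separately.

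The count among the 3 stages (692) was 57 with normexp, 1641 without the spontaneous females, 1817 with them in C1, 438 with the slide block and 2784 at a threshold of 0.05. Leaving out 1 female gave 355 (without MAT female 30) to 1532 (without spontaneous female 20). Of the 57 probes with normexp, 57 were among the 692, and of the 803 with the deposited table, 688 were.

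The count for C2 against C1 (665) was 60 with normexp, 1485 without the spontaneous females, 1584 with them in C1, 308 with the plain test, 1668 at 0.05 and 1088 with brightness in the fit. Leaving out 1 female gave 335 (without MAT female 30) to 1171 (without spontaneous female 20).

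The count for C2 against NC1 (996) was 35 with normexp, 2147 without the spontaneous females, 2303 with them in C1, 377 with the slide block, 16 with the plain test, 561 with array weights, 127 with only the groups compared and 5011 at 0.05. Leaving out 1 female gave 373 (without LV female 11) to 2495 (without spontaneous female 20). The share of rises was 56.3% in the main setting, 77.6% with the 75th percentile, 76.2% with quantile normalization and 68.9% with the median of kept probes. It was 36.5% at 0.05, 47.7% with the 5 SD flag, 49.9% without the spontaneous females and 49.7% with them in C1, and 94.3% with normexp. Without 1 female it was 43.3% (spontaneous female 20) to 76.1% (MAT female 26). The median of all probes from NC1 to C1 moved from -0.15 to -0.04 with the 75th percentile.

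The count of spontaneous against MAT females (28) was 3 with normexp, 57 without a filter, 6 with the slide block, 13 with the scan date block, 0 with the plain test, 49 with array weights, 0 with only the groups compared, 94 at 0.05 and 55 with brightness in the fit. Leaving out 1 female gave 7 (spontaneous female 27) to 78 (MAT female 28). For highly against poorly responsive females it was 0 to 2 (without highly responsive female 22), and for spontaneous against C1 females 0 to 1 (without either spontaneous female), when 1 female was left out. The other settings left these 2 counts, and that of C1 against NC1, at 0 in limma.

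The axis difference (0.185) was no longer past its exact test with normexp (0.104), over all kept probes (0.225) and within scan date 2 (0.160). Leaving out 1 female gave 0.0968 (without highly responsive female 31) (p = 0.192 in the exact test) to 0.289 (without highly responsive female 16), and the test was also not passed without highly responsive female 22 or MAT female 8.

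The family count from C1 to C2 (1) was 0 with an estimated correlation. From NC1 to C1 (0) it was 1 with the 5 SD flag and 1 with the scan date block, and 0 to 2 when 1 female was left out (2, collagens and laminins, without LV female 6, poorly responsive female 7 or 24 or highly responsive female 16). The steroidogenic count from C1 to C2 (2) was 4 with the filter in at least 1 stage, 4 without a filter, 1 with the 5 SD flag and 4 with the spontaneous females in C1.

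No change of sign below came with a test past the threshold. Relative medians that changed sign from C1 to C2 were collagens (-0.219 to 0.00988) and integrins (-0.000753 to 0.213) when 1 female was left out, laminins with the 5 SD flag (-0.0696), connexins without a filter (0.113), without the spontaneous females (0.275) and with them in C1 (0.573), and Krueppel-like factors without a filter (-0.0168) and when 1 female was left out (-0.000593 to 0.134). For C1 against NC1 these were proteasome subunits with normexp (-0.0815), connexins when 1 female was left out (-0.219 to 0.0618) and kelch-like proteins with normexp (0.0206).

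Named probes kept their direction under the scalings, background correction, deposited table, filters, groupings, blocks, mean over probes of a gene and omissions of 1 female that gave a value; the other tests and weights were run for counts only. The size of the change was less stable. From C1 to C2 the log2 change of Btg1 was 1.42 in the main setting. It was 0.60 in the mean over probes of its gene, 0.65 with normexp and 2.11 with the spontaneous females in C1. That of TC126520 was -3.75 in the main setting, -2.06 in the mean over probes of its gene and -4.59 without the spontaneous females. Btg1, TC128579 and TC127918 passed when both spontaneous females were left out or moved to C1 (adjusted p over the alternatives 1.34e-05 to 0.181 for Btg1). Btg1 and TC128579 also passed when 1 of these females was left out, and TC128579 with the slide block or without MAT female 25. Probes TC120230, TC120795, TC126520, TC121138, TC122759, TC110348, TC124268, TC95056 and TC124411 lost their call with normexp, TC120795, TC122759 and TC124268 with the slide block, and TC110348 in the mean over probes of its gene. With the 5 SD flag, connexins and probes TC99544, TC121220, TC128579, TC110348, TC111460 and TC124411 gave no value because too few spots passed. Dim probes are limited by the signal over background, whose median was 2.73 to 8.63 per array. No paired analysis was possible because each female gave 1 array and no replicate number is shared between groups.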

Other observations

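The tests of the stage axis within a scan date, of the falls lost with array brightness in the fit, of the first principal component, of the spontaneous females' position, of the folds of linear signals and of red blood cell markers, with the set tests without 1 probe, were chosen after the pattern they address was seen; of the markers, only the transferrin receptor's fall was known.

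The F test here gave 692 probes among the 3 stages. That is lower than the value quoted from the study above. The count was higher than that value without the spontaneous females (1641), with them in C1 (1817) and without spontaneous female 20 (1532). It was also higher at a threshold of 0.05 (2784), and lower in all other settings. Which setting differs from the study's was not settled.

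The folds given for Btg1 and Noelin-2 depend on the reference stage and the kind of mean. As ratios of means of linear signals, C2 over NC1 gave 3.69 for TC99544 and 6.56 for TC120230.

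Other splits of the arrays, 100 for each comparison with the real one included, were tested as a check on chance. For the 3 stages, for C2 against C1 and for C2 against NC1, only 1 split, the real one, gave as many probes. That is the smallest share that 100 splits can give, so chance can be excluded at the share of 0.05 set for these splits, and not more strictly than 1 in 100. For the steroidogenic list from C1 to C2, 2 of the 100 splits, the real one and 1 other, gave as many probes, so chance can be excluded only at the share of 0.05 set for these splits. For the families from C1 to C2, 51 of 100 splits gave as many, so the count of 1 family cannot be told from chance by this test. From NC1 to C1 and between highly and poorly responsive females the count of probes was 0, so 100 of 100 splits gave as many; at an unadjusted p under 0.05, 12 of 100 and 42 of 100 splits gave as many, and chance cannot be excluded. From NC1 to C1 the families and the steroidogenic list also counted 0, and 100 of 100 splits gave as many.

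The position of the spontaneous females between C1 and MAT was also measured. The study's methods describe them as post-vitellogenic, with oocytes that resumed meiosis in culture with no hormone added. C1 females were also post-vitellogenic, so a likeness to C1 could be foreseen from the design. Over 1485 probes that differed between MAT and C1 in a fit without them, spontaneous female 20 was nearer the C1 mean in 87.6% and spontaneous female 27 in 71.7%. Each MAT female, set against the mean of the other MAT females, was nearer C1 in 2.15% to 41.6%, and each C1 female in 77.2% to 98.2%. The MAT and C1 females, unlike the spontaneous ones, took part in choosing these probes, which favours their own group. Moving both females to C1 raised the count among the 3 stages from 692 to 1817, with 675 probes shared. These females may thus be closer to C1 than to MAT in most of these probes, while star was already near its MAT level in them. Which feature of the females is behind this was not tested.

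A total of 435 probes fell from NC1 to C2. With array brightness in the fit, 500 rises and 267 falls passed the threshold, and 224 of the 435 falls stayed past the threshold, which argues against brightness as the whole cause for them. The other 211 were lost, and since NC1 arrays were dimmer on average (a difference within the spread between arrays), brightness and stage cannot be told apart for those. In the same 3-stage fit, 6975 probes had a slope with brightness past the threshold. Brightness thus may remain in the median-scaled values.

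Principal component 1 held 34.8% of the variance, and stage explained 35.8% of it. Its absolute Pearson r with the log2 median signal was 0.456 (permutation p = 0.0154, adjusted over 4 components 0.0308) and the absolute Spearman rho was 0.495 (permutation p = 0.00827, adjusted 0.0165). Without the 2 arrays farthest from the median brightness r was 0.422. Brightness may thus account for part of this component. For component 2, with 19.1% of the variance, r was 0.809 and rho 0.767 (permutation p = 1e-05 for each, the smallest the permutations can give, adjusted 4e-05), and r was 0.713 without the 2 arrays.

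The GC content of probes was weighed as a source of the 665 calls from C1 to C2. After each array's trend with GC content was removed over 10 bins, 700 probes passed the threshold and 622 of the 665 were among them, which argues against it.

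The difference in the stage axis score between highly and poorly responsive females could come from the scan date. Within scan date 2 it was 0.160, close to the pooled 0.185, and did not pass its exact permutation test, with 3 against 5 arrays. Among poorly responsive females the 2 dates differed by 0.0468 (exact permutation p = 0.405). The difference within a date cannot come from the date, but it was not beyond the spread between these arrays, so chance stays open there and how much of the pooled difference comes from the date was not settled.

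Haemoglobin probes were lower in C2 than in NC1 in 27 of 32 probes relative to all kept probes, with a median of -0.49; 1 probe passed the threshold, and it rose. Fewer red blood cells in the C2 samples is a candidate explanation. The most abundant haemoglobin probe, TC118602, went from 9.80 to 9.30. In 10 kept probes of 6 other red blood cell genes the median change relative to all probes was -0.10, with 5 falling and 5 not. As sets, neither list passed the adjusted threshold of 0.01. For the haemoglobin probes the adjusted p over the 2 lists was 0.0460 in camera, which tests against the other probes, and 0.0275 in fry, which tests against 0. For the other genes it was 0.224 in camera and 0.0275 in fry. Without the transferrin receptor probe TC101346, which is on the other list, these were 0.0460 and 0.0549 for the haemoglobin probes and 0.539 and 0.115 for the other genes, so these tests do not decide. That probe was also chosen above for its fall. Which of these genes follicular cells express themselves was not tested.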
